A study of Mus musculus with 12 samples. Its data were reported in "MAF1 is a chronic repressor of RNA polymerase III transcription in the mouse" (2020).

How the data were processed

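Livers of 3 Maf1 KO and 3 wild-type C57BL/6 mice were lysed in polysome buffer and centrifuged at 3000 rpm, and extract of Drosophila S2 cells, a fly cell line, was added as an internal standard at 1 part to 15 parts of mouse material. Footprint and total RNA libraries were made in parallel from each extract, RNase I being used to digest unprotected RNA. Per the study's methods the authors aligned tags to the fly (dm6) and mouse (mm9) assemblies, removed tags common to both genomes, aligned the rest to coding sequences without and then with a mismatch, and removed tags of rRNA and small cytoplasmic RNA. The authors normalized to the total of aligned tags and with TMM from edgeR, and corrected the log2 values with a factor from the fly material. The aligner is not given in the sources used here. The deposited table holds the log2 of normalized counts per transcript, a score made by the authors, and its header does not say whether the fly correction is included. This matters for the library medians, since a correction factor shifts every gene of a library alike.

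The table gave 12 columns that matched the labels, 26260 transcripts with a gene name and 0 missing values. Gene scores were the mean over the transcripts of a gene, as in the study, which left 11587 genes, 4712 of them with 1 transcript. Values that would give whole reads could not be recovered from the scores, so depth is unknown and a count model was not used. The lowest transcript score was 4.756 to 5.083 in total RNA libraries and -2.651 to -1.3 in footprint libraries. Low genes may be less precise in footprints, which was not tested. Coordinates and coding lengths came from the gene annotation of NCBIM37, the assembly that mm9 names.

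Groups were taken from the labels, with the mouse as the replicate, and no sample was left out. Translation efficiency was the footprint score minus the total RNA score of the same mouse. Each measure was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with the prior variance following abundance), with genotype as the only term and Benjamini-Hochberg adjustment over all genes at a threshold of 0.05. Prior degrees of freedom came out infinite on the deposited scale, where offsets between libraries set the spread of nearly all genes, so genes with a larger spread than others were tested with a standard error that is too small. Medians per mouse were compared with an exact two-sided permutation test. Of 36 gene lists fixed before the data were examined, 34 had a measured member and the 30 with at least 5 were tested by camera with a preset correlation of 0.01 and with an estimated correlation, and by fry, which tests whether genes of a list move one way without comparing them with other genes. No list passed fry on the deposited scale (smallest adjusted p 0.46 in total RNA, 0.855 in footprints and 0.872 in translation efficiency). With libraries centred, ribosomal proteins, other TOP mRNAs, initiation and release factors and circadian clock genes passed in footprints (adjusted p = 0.0499 each). In camera, the variance trend over abundance was used for total RNA and footprints and not for translation efficiency, a setting that the design had left open and that was fixed after a first run with the trend had been seen. With it, 3 lists passed in translation efficiency where 4 passed without, stress response being the list lost (adjusted p = 0.0548).

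Named genes followed a rule set before the data were examined: per measure, the 10 largest rises and falls past the threshold with mean total RNA and footprint scores above the median and no overlap between genotypes, or, where none passed, the 5 smallest p in each direction as values. That fallback was used for footprints and translation efficiency, and its wording left open whether the conditions on abundance and overlap applied, which were kept, so that 4 genes higher and 5 lower were left in footprints and 1 and 5 in translation efficiency. The rule added genes the study or earlier MAF1 work discussed, and up to 4 members of each list past its threshold and 2 of every other list.

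Alternatives set before the data were examined were centring each library on its median, quantile normalization, removal of genes with a mean below the 0.25 quantile, the top transcript per gene, a common prior, robust empirical Bayes, a threshold of 0.1, the replicate number as a block, a genotype by library type interaction, an estimated correlation, and leaving out each mouse. Added after the data were seen were leaving out KO1 and WT3 together, centring with an estimated correlation, and the camera setting above. The fits were tested on simulated data with 200 changed genes among 11587, 100 per size. With the library offsets of the data, a log2 change of 1 was recovered in 59% of changed genes in total RNA, 29% in footprints and 2% in translation efficiency, and a change of 2 in 99%, 96% and 49%. In these runs 35, 56 and 11 unchanged genes were called, so false discoveries were not held at the threshold when libraries carried such offsets. Without offsets 5, 5 and 4 unchanged genes were called. Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9 was used to read the table and draw figures.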

Results

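Ribosome profiling measures which mRNAs are being translated: a ribosome shields the stretch of mRNA it sits on from nuclease, and these footprints are sequenced beside fragments of total RNA from the same extract. The series applied it to the liver of C57BL/6 mice lacking MAF1, a repressor of transcription by RNA polymerase III, and of wild-type mice, to ask whether translation differed between the genotypes. Livers of 6 mice, 3 per genotype, killed at 9 PM, gave 12 libraries in 4 groups of 3. The labels give an age of 12 to 14 weeks and call the mice refed. The study's methods for this experiment give an age of 12 weeks and feeding ad libitum. The deposited table held log2 normalized tag counts, called scores here, for 26260 transcripts of 11587 genes. The number of reads behind a score was unknown, so no counting interval was given. Libraries of the same group correlated across genes with Pearson's r of 0.965 to 0.988, genes not being independent replicates, and no pair of libraries held identical values. The lowest values, 0.965 and 0.974, were those between the footprints of mouse WT3 and the other wild-type footprints. Maf1 itself was not analysed here, so the genotype labels were not checked against the deleted gene.

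The comparison of library medians asked whether translation differed across the transcriptome. Translation efficiency, the footprint score minus the total RNA score of the same mouse, had a median over genes of -1.40 ± 0.54 in Maf1 KO livers and -1.19 ± 0.48 in wild-type livers (SD, n = 3 each). The difference of -0.21, or 13.5% lower in Maf1 KO, was smaller than the spread between mice (exact permutation test, two-sided, p = 0.6, where 3 against 3 mice cannot give less than 0.1). Footprint medians were 7.43 ± 0.23 in Maf1 KO and 7.62 ± 0.35 in wild-type (exact p = 0.6), and total RNA medians were 8.98 ± 0.32 and 8.96 ± 0.11 (exact p = 0.9). A single mouse in each group stood apart: translation efficiency was -2.01 in KO1 against -1.04 and -1.13 in the other KO livers, and -0.64 in WT3 against -1.49 and -1.44 in the other wild-type livers. The difference changed sign to 0.10 without KO1 and to 0.07 without WT3.

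**Figure D1:**
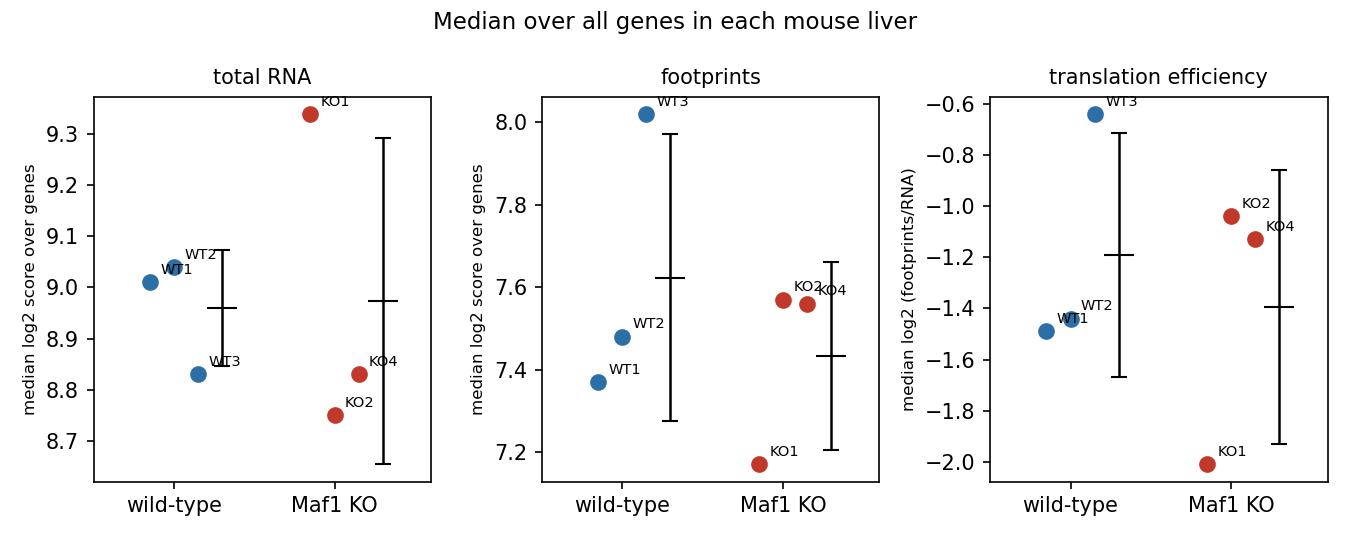
Median log2 score over all genes in total RNA, in footprints and in translation efficiency (log2 of footprints over RNA), 1 point per mouse, with the mean ± SD of each genotype beside the points (n = 3). The translation efficiency of KO1 (-2.01) and of WT3 (-0.64) lay outside the range of the other 4 mice.

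In total RNA, the transcript of Cdkn1a, a cyclin-dependent kinase inhibitor (chromosome 17, 29227924 to 29237667, NCBIM37), rose 4.9-fold in Maf1 KO liver, from 5.88 ± 0.21 to 8.17 ± 0.42 (SD, n = 3; log2 difference 2.29, SE 0.31, limma adjusted p = 5.9e-10), while its footprints, 8.78 ± 0.09 in Maf1 KO, were 7.51, 6.45 and, in WT3, 10.84 in wild-type livers, which left a difference of 0.51 (adjusted p = 1). Me1, the cytosolic malic enzyme that supplies NADPH for fatty acid synthesis (chromosome 9, 86474970 to 86589947), rose by 1.08 (SE 0.25, adjusted p = 0.00683), and Scd1, a stearoyl-CoA desaturase (chromosome 19, 44468941 to 44482199), rose from 14.80 ± 0.24 to 15.97 ± 0.66 (adjusted p = 0.000853). The neighbouring paralogs Scd2, Scd3 and Scd4 rose by 1.23, 1.24 and 1.13, values that are uncertain because near-identical copies can share reads. Ddit4, a stress-induced inhibitor of mTOR signalling, rose by 1.35 (adjusted p = 0.00076), and Tilz3b rose by 1.15. Among falling transcripts, the fatty acid hydroxylase Cyp4a10 (chromosome 4, 115190869 to 115206254) fell by 1.34 (SE 0.25, adjusted p = 0.000156), with its paralogs Cyp4a31 (-1.27) and Cyp4a32 (-1.13), again with shared reads possible. The sulfotransferase Sult1b1 fell by 1.12, and G0s2, an inhibitor of triglyceride lipolysis, and Gpcpd1 each fell by 1.05. Single mice weighed on some of these values: Ddit4 and Scd3 were higher by 0.80 and 0.82 without KO1, G0s2 differed by -0.64 without KO2 and Gpcpd1 by -0.68 without WT3.

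At an adjusted p under 0.05, 32 of 11587 genes passed in total RNA, 20 higher and 12 lower in Maf1 KO. Cdkn1a and the myeloid receptor genes Cd300e (1.67) and Siglece (1.39) lay outside the rule for named genes, as did Tff3, Rgs16, Shank2, BC051062, Ccdc157, Gadd45g, Lyrm7 and Cebpd among the rises and Phlda1, Cib3, OTTMUSG00000007332, Cfd, Aqp4 and Clec2h among the falls, and were named after their values were seen. Igfbp1, which encodes a secreted insulin-like growth factor binding protein, passed at 2.07 (SE 0.27, adjusted p = 4e-11) although the genotypes overlapped (10.83 ± 1.85 against 8.76 ± 1.29), and its difference was 1.37 without KO2, where the call was lost, and 3.11 without KO4. Groups did not overlap in 27 of the 32 genes, which had passed on the difference between these same groups. Over all genes they did not overlap in 5.5% as deposited and in 13.9% with libraries centred, where chance gives 10%. With libraries centred, limma gave 983 genes (8.48%) at an unadjusted p under 0.05. Of genes examined in earlier MAF1 work, these did not pass: Fasn differed by 0.45, Acaca by 0.13 and Tbp by 0.06 (adjusted p = 1 each), and without KO1 Fasn differed by -0.11 and Acaca by -0.13. With each library centred on its median, 2 genes passed, both higher: Cdkn1a (adjusted p = 0.00466) and Me1 (adjusted p = 0.0157). The count was 1 without KO1 (Cdkn1a), 9 without WT1, 14 without WT2, 11 without KO2 and 0 without KO1 and WT3 together.

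**Figure D2:**
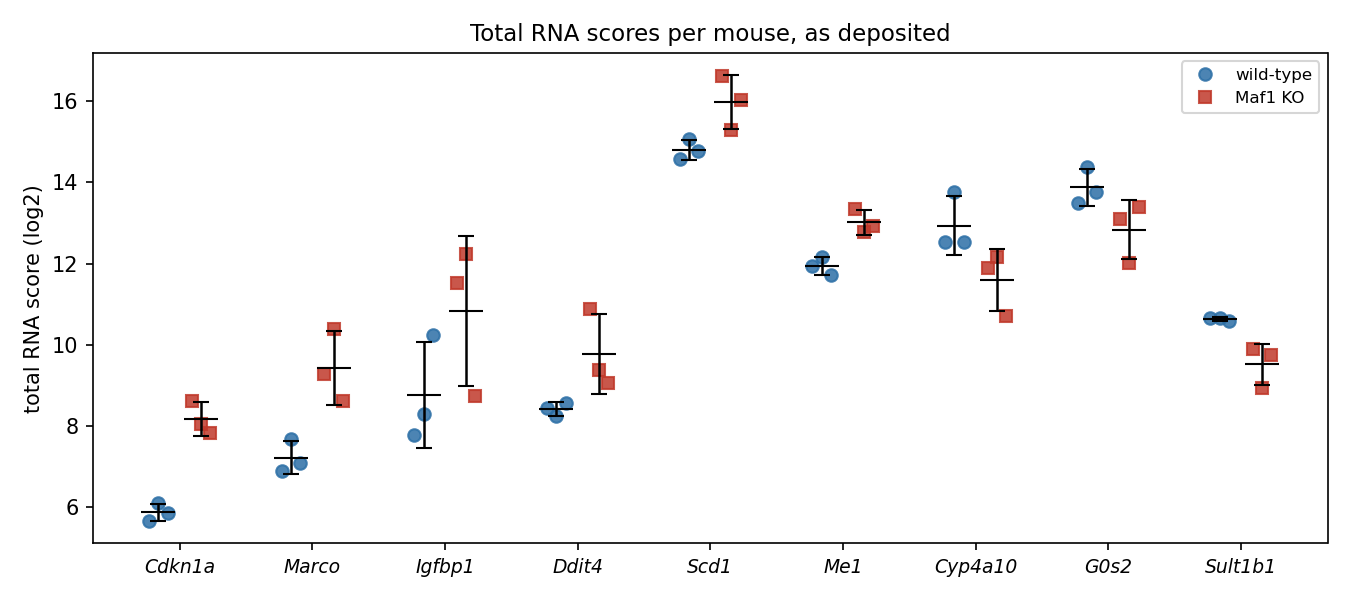
Total RNA scores (log2, as deposited) of 9 genes in each mouse, with circles for wild-type and squares for Maf1 KO, and mean ± SD (n = 3). The genotypes were separate for Cdkn1a, Marco, Ddit4, Scd1, Me1, Cyp4a10, G0s2 and Sult1b1, and overlapped for Igfbp1.

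Gene lists fixed beforehand were compared with all other genes in total RNA by limma's camera. Kupffer cell and macrophage markers were higher relative to other genes, 15 of 15 lying above 0 in Maf1 KO, with a median log2 difference of 0.60 (adjusted p = 4.45e-21 with the preset correlation, 0.678 as adjusted p with an estimated correlation). The scavenger receptor gene Marco rose by 2.21 (SE 0.28, adjusted p = 4e-11), and 8 markers passed when adjusted over the list alone, whereas Lyz2 (0.94, adjusted p = 0.0539), C1qb (0.64) and C1qc (0.66) did not pass over all genes. Stellate cell and fibroblast markers were higher by a median of 0.22 (preset adjusted p = 0.00521; adjusted p = 0.977 with an estimated correlation), and Col1a1 differed by 1.05 without passing (adjusted p = 0.208). Hepatocyte markers had a median of 0.04 and endothelial markers of 0.15 (preset adjusted p = 0.866 and 0.216).

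Metabolic lists differed in opposite directions in total RNA. Fatty acid oxidation and ketogenesis transcripts were lower relative to other genes, with 30 of 32 below 0 and a median of -0.25 (preset adjusted p = 6.32e-11; adjusted p = 0.977 with an estimated correlation, as for every other list of this paragraph). Of its members Cyp4a10 passed over all genes and 2 passed when adjusted over the list alone, while Decr1 differed by -0.51. Transcripts of the TCA cycle and oxidative phosphorylation were lower in 65 of 70 cases, by a median of -0.16 (preset adjusted p = 2.46e-06), and those of the urea cycle and amino acid breakdown by -0.16 (0.0157). Fatty acid and triglyceride synthesis transcripts were higher relative to other genes, with 19 of 28 above 0, a median of 0.09 and a preset adjusted p = 0.00222, led by Scd2, Scd1 and Me1 (3 passed over all genes, 5 adjusted over the list alone), and Acacb differed by 0.96 (adjusted p = 0.082; 0.53 without KO1). Acute phase transcripts were higher in 19 of 23 cases (median 0.15, preset adjusted p = 0.00171), although the centred list median per mouse differed by -0.06 (exact permutation p = 0.4), cytoplasmic ribosomal protein transcripts lower in 71 of 78 (-0.12, 8.59e-05) and mitochondrial ribosomal protein transcripts lower in 61 of 76 (-0.08, 0.00521). Subunits and factors of RNA polymerase III had a median of -0.03 (preset adjusted p = 0.749). Centred list medians per mouse overlapped between genotypes for cytoplasmic ribosomal proteins, mitochondrial ribosomal proteins and the urea cycle (exact permutation p = 0.2, 0.3 and 0.3). They did not overlap for fatty acid oxidation, the TCA cycle and fatty acid synthesis (exact permutation p = 0.1 each, the smallest possible). No list call in total RNA held with an estimated correlation.

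In footprints, ribosomal protein mRNAs and other TOP mRNAs were lower in Maf1 KO liver relative to other genes, whereas aminoacyl-tRNA synthetases did not pass (median -0.25, preset adjusted p = 0.216). Initiation and release factors (median -0.30) had a preset adjusted p of 0.0797 as deposited and of 0.0183 with libraries centred, where their median was -0.11 (adjusted p = 0.253 with centring and an estimated correlation). All 78 measured ribosomal protein mRNAs lay below 0, with a median of -0.70, and all 22 other TOP mRNAs, which begin with a terminal oligopyrimidine tract and mostly encode translation factors, had a median of -0.59 (preset adjusted p = 4.13e-38 and 8.7e-12; adjusted p = 0.998 for each with an estimated correlation). The median footprint difference of all genes was -0.18, and with libraries centred the medians of these lists were -0.51 and -0.40. Rpl37a was 11.43 ± 0.44 in Maf1 KO and 12.65 ± 0.45 in wild-type, Rps16 differed by -1.19, and Rps18 (chromosome 17, 34088944 to 34092946) by -1.10, none of which passed over all genes (adjusted p = 0.56, 0.56 and 0.727). Adjusted over the ribosomal protein list alone, 4 members passed as deposited and 45 with libraries centred, and none passed over all genes in either case. The study singled out ribosomal proteins, TOP mRNAs and mRNAs of translation factors in these same libraries. The direction of these lists and the counts adjusted over a list alone are therefore not independent evidence. The library centred list median was 3.00 ± 0.17 in Maf1 KO and 3.57 ± 0.07 in wild-type (exact permutation p = 0.1, the smallest possible).

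Macrophage markers were also higher in footprints, with 14 of 15 above 0 and a median of 0.36 (preset adjusted p = 2.69e-15; adjusted p = 0.998 with an estimated correlation). The centred list medians overlapped, WT3 (2.36) lying above KO1 (2.33) and KO4 (2.29) (exact permutation p = 0.3). Fatty acid synthesis mRNAs were higher than other genes (preset adjusted p = 0.0141) although their median was -0.05 and became 0.14 after centring, and Me1 differed by 0.92 (adjusted p = 1; 0.61 without WT1). Fatty acid oxidation (median -0.33, centred -0.14), stress response (-0.28, centred -0.09), mitochondrial ribosomal protein (-0.28, centred -0.09), rRNA synthesis and ribosome assembly (-0.29, centred -0.10) and TCA cycle (-0.29, centred -0.10) mRNAs were lower at preset adjusted p of 0.0141, 0.0261, 0.0344, 0.0361 and 0.0438, and each of these 6 lists had an adjusted p = 0.998 with an estimated correlation. Centred list medians per mouse overlapped for fatty acid oxidation, stress response and mitochondrial ribosomal proteins (exact permutation p = 0.4, 0.2 and 0.4). They also overlapped for rRNA synthesis and the TCA cycle (exact permutation p = 0.5 and 0.2), but not for fatty acid synthesis (exact permutation p = 0.1). Single genes past the threshold in footprints numbered 10, all outside the rule for named genes and named after their values were seen. Those higher were mKIAA4069 (2.74), BC051062 (2.45), Ccdc157 (2.18) and Igfbp1 (1.55), and those lower Derl3 (-1.53), Serf1 (-1.55), Lcn13 (-1.62), Cela1 (-1.83), Nnmt (-2.26) and Elk1 (-3.94). Wild-type scores of BC051062 (2.09, 5.63 and, in WT3, -1.51) and of Ccdc157 (1.63, 4.92 and 2.70) lay below the medians of their libraries. The WT3 score of BC051062 matched the lowest of that library (-1.509). The fall of Cela1 rested on WT3, which had a score of 12.32 against 6.72 and 7.21 in the other wild-type livers, and its difference was -0.05 without that mouse. Without WT3 the differences of mKIAA4069 and BC051062 were 1.10 and 0.66. Igfbp1 was 0.64 without KO2, 0.68 without WT1, 2.41 without KO4 and 2.88 without WT3, and Ccdc157 was 1.45 without WT1. Without KO1 the differences of Nnmt and Derl3 were -0.80 and -0.79, and that of Nnmt was -1.29 without WT3 and turned to 0.16 without KO1 and WT3. Serf1 stayed between -1.68 and -1.42 with single mice left out, and its groups did not overlap. BC051062, Ccdc157 and Igfbp1 also passed in total RNA. The genotypes overlapped in 7 of the 10 genes, and none passed after centring, where limma gave 464 genes (4%) at an unadjusted p under 0.05. The count was 0 without KO1, 53 without WT3, 4 without KO2 and 0 without KO1 and WT3 together.

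Translation efficiency asked whether footprints differed beyond the mRNA level. Ribosomal protein mRNAs were lower in Maf1 KO: 76 of 78 lay below 0, the median was -0.56 where that of all genes was -0.19, and it was -0.36 with libraries centred (preset adjusted p = 1.77e-13; adjusted p = 0.981 with an estimated correlation, and 0.209 as adjusted p with both centring and an estimated correlation). After centring, the list median was -0.38 ± 0.13 in Maf1 KO and -0.02 ± 0.09 in wild-type livers, every KO mouse lying below every wild-type mouse (exact permutation p = 0.1, the smallest possible). The study singled out this list, Rps18, Rps20, Rpl11 and Rpl14 within it, and TOP mRNAs in these same libraries. The direction of ribosomal protein and TOP mRNAs is therefore not independent evidence. All 22 other TOP mRNAs lay below 0, with a median of -0.49 as deposited and -0.28 centred (preset adjusted p = 4.01e-05; adjusted p = 0.981 with an estimated correlation). Their list medians overlapped between genotypes, -0.13, -0.39 and -0.39 in KO livers against 0.05, -0.14 and 0.14 in wild-type livers (exact permutation p = 0.2). Rps18 differed by -1.04, Rps20 by -0.85, Rpl14 by -0.93, Rpl11 by -0.62 and Rpl37a by -1.17, and among TOP mRNAs Tpt1 differed by -1.17 and the elongation factor gene Eef1b2 by -0.98, with SE of 0.53 or 0.54 and an adjusted p = 1 for each, the value of Rpl11 being -0.28 without WT3 and -0.27 without KO1. Total RNA of these 7 genes differed by between -0.19 (Rps20) and 0.02 (Tpt1). The list median of ribosomal proteins was 0.03 without KO1 and WT3 together, where the median difference of all genes was 0.40.

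Acute phase mRNAs, all 23 below 0 in translation efficiency, had a median of -0.37, and stress response mRNAs one of -0.32 (preset adjusted p = 0.000646 and 0.0308; adjusted p = 0.981 for each with an estimated correlation). WT3 carried the acute phase value: the library centred list medians were 1.54 in WT3, 0.73 and 0.83 in the other wild-type livers and 0.86, 0.99 and 0.74 in KO livers (exact permutation p = 0.9). The median of mitochondrial ribosomal proteins was -0.16, that of initiation and release factors -0.27 and that of aminoacyl-tRNA synthetases -0.24, and none of these 3 lists passed (preset adjusted p = 0.78, 0.78 and 0.659). Only Elk1, an ETS family transcription factor gene (chromosome X, 20510521 to 20527734), passed as a single gene, falling by 4.40 (SE 0.77, limma adjusted p = 0.000155), and it was named after its values were seen. Its footprint score was 0.11 ± 1.16 in Maf1 KO, far below the footprint medians of these libraries. Of the genes with the smallest p under the rule, Ctnnbip1 differed by -1.05 and Sucnr1 by 0.77 (0.45 without KO2), and Vamp3 was -1.80 ± 0.25 in Maf1 KO and -0.81 ± 0.36 in wild-type (adjusted p = 1 each). No gene passed after centring (328, or 2.83%, at an unadjusted p under 0.05 by limma). The count was 8 without WT2, 4 without WT3, 4 without KO1, 2 without WT1 and 0 without KO1 and WT3 together.

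**Figure D3:**
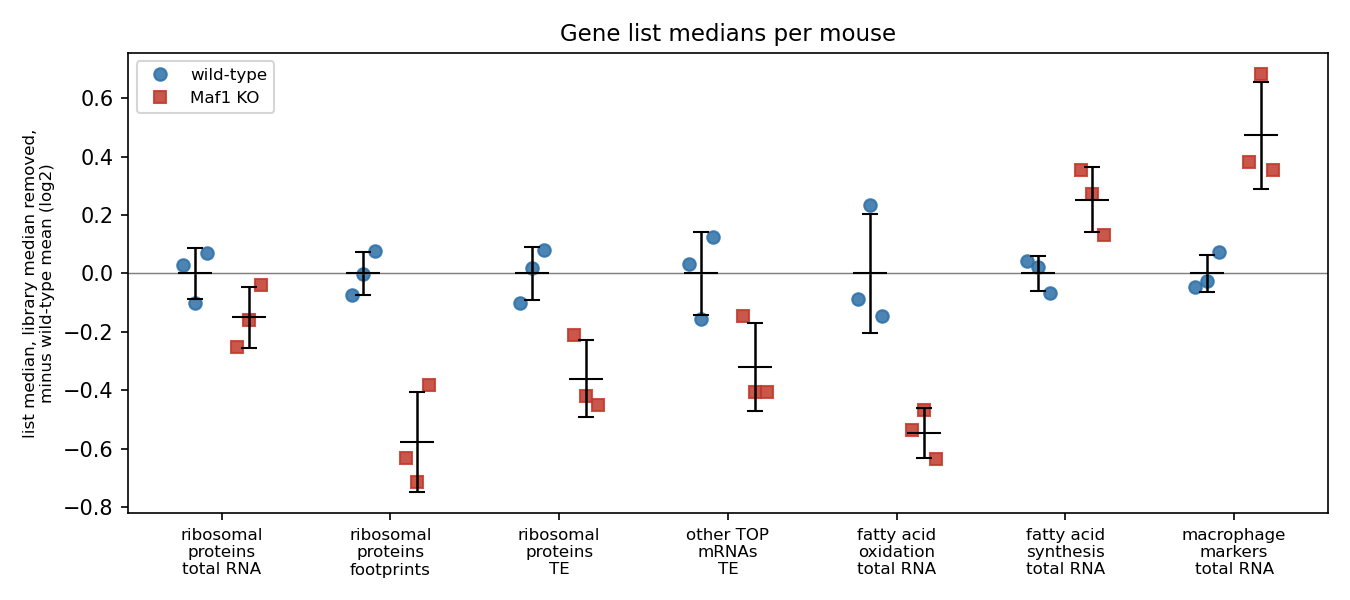
Median log2 score of 5 gene lists in each mouse, after removal of the library median and of the wild-type mean, with circles for wild-type, squares for Maf1 KO and bars for mean ± SD (n = 3). In translation efficiency the ribosomal protein medians of the KO mice lay below those of the wild-type mice by 0.36 on average, and the macrophage markers in total RNA lay above by 0.47.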

Values the study reported

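For the ribosome profiling experiment, the study reported ribosome occupancy that was lower by about 13% on average in the knockout liver. It listed 262 mRNAs with significantly lower translation efficiency, without a threshold beside that count. A supplementary legend on the genes with lower efficiency gives a p-value below 0.1. The main figure of these changes marks adjusted p up to 0.05 and up to 0.1, obtained with limma. Another program, Xtail, gave 16 mRNAs with reduced efficiency at an adjusted p below 0.05, among them Rps18, Rps20, Rpl11 and Rpl14.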

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

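Leaving out KO1 and WT3 together, centring with an estimated correlation, and the variance trend in camera for translation efficiency were chosen after the data had been seen; the other alternatives were planned. Counts of genes past the threshold (32 in total RNA, 10 in footprints, 1 in translation efficiency) became 2, 0 and 0 with libraries centred and 2, 0 and 0 with quantile normalization. They became 21, 4 and 0 without genes below the 0.25 quantile, where fewer genes were tested. A common prior gave 20 genes in footprints and 9 in translation efficiency, robust empirical Bayes gave 4 in footprints, and the interaction with an estimated correlation within a mouse (consensus -0.344) gave 0 in translation efficiency. Leaving out single mice gave 1 to 30, 0 to 53 and 1 to 8 genes, and leaving out KO1 and WT3 together gave 0, 0 and 0, with fewer mice in each fit. Centring removes the offsets between libraries and leaves finite prior degrees of freedom (5.91, 5.2 and 6.38); for the other settings the cause was not tested.

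The replicate numbers as a block gave 9, 292 and 3 genes, and differences of -0.07 for the median translation efficiency and -0.43 for the ribosomal proteins. Only numbers 1 and 2 are shared by both genotypes, and the deviations of same-numbered mice correlated at 0.234 and 0.27 in total RNA, -0.061 and 0.097 in footprints and -0.101 and 0.098 in translation efficiency, so the numbers were not taken to pair the mice.

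The median translation efficiency ranged from -0.39 to 0.10 with single mice left out, changing sign to 0.10 without KO1 and 0.07 without WT3, and was 0.37 without both. Lists past the threshold numbered 22 over the 3 measures, 28 with centring, 20 without low genes, 16 to 26 without single mice, 22 without KO1 and WT3, 21 with the trend in camera, 0 with an estimated correlation and 0 with centring and an estimated correlation. The ribosomal protein median in translation efficiency was -0.56 with an estimated correlation as well, where the call was lost (p = 0.251), ranged from -0.73 to -0.28 without single mice, and was 0.03 without KO1 and WT3, where camera still placed the list below other genes, so median and test differed in sign. Relative to all genes it lay between -0.41 and -0.33 in 14 alternatives, 13 of which passed at an unadjusted camera p under 0.05 (1.61e-26 to 0.251). Of the named single genes, all 43 results past the threshold were lost in at least 1 alternative, which had to be so because no gene passed without KO1 and WT3. Cdkn1a in total RNA was lost in 1 of 14, and 32 of the 260 results not past the threshold passed in at least 1. Reversals occurred for Cela1 in footprints (0.44) and Nnmt in footprints (0.16) without KO1 and WT3.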

Other observations

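Further gene groups are given here as values. The circadian list did not pass in total RNA, with 7 genes above 0, 12 below and a median of -0.05 (preset adjusted p = 0.115). Its members with the smallest p, Dbp, a clock-controlled transcription factor gene (-0.96, limma adjusted p = 0.146, and -0.51 without KO2), and Nr1d1 (-0.83, adjusted p = 0.582, and -0.48 without KO4), overlapped between genotypes. In footprints Asns, the asparagine synthetase gene, differed by -1.45 (adjusted p = 0.0569), Atf3 by -1.30 (adjusted p = 0.405, and -0.81 without KO2) and Atf4 by -0.88 (adjusted p = 1), and in translation efficiency Asns differed by -1.70 (adjusted p = 1). Both Asns values rested on WT3, with footprint scores of 9.81 against 6.67 and 6.06 in the other wild-type livers and efficiencies of 3.84 against -0.85 and -0.09. The serum amyloid gene Saa1 differed by 0.84 in total RNA (adjusted p = 0.192; 0.46 without WT3 and 1.52 without WT1) and by -1.58 in translation efficiency (adjusted p = 1), again through WT3 (4.96 against -0.17 and 0.32). Liver genes known to be higher in females had a median of 0.32 over 6 measured members in total RNA and those higher in males one of -0.09 over 15, neither past the threshold (preset adjusted p = 0.115 and 0.211). Cholesterol synthesis (-0.03), nucleotide synthesis (-0.06), glycolysis and gluconeogenesis (0.11), autophagy and lysosome (-0.02) and tRNA processing (-0.04) did not pass in total RNA (preset adjusted p = 0.798, 0.415, 0.774, 0.716 and 0.655).

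Of the tests below, the matched-gene test, both tests of a single mouse and the splits of the gene lists were set before their results were seen, and all others after. The lower translation efficiency of ribosomal protein mRNAs might come from their short coding sequences and high abundance. Genes outside the ribosomal protein and TOP lists, matched on coding length and total RNA score for 77 of the 78 members, had a median centred difference of 0.02 (-0.02 to 0.08 in 10000 random lists), against -0.36 for the list, which argues against that. A scaling shift shared by all genes of a library would leave no difference after centring, yet the list medians still differed by -0.36. Camera already leaves out such a shift, so centring adds little to it. No mouse carried the difference alone, since leaving 1 out left at least -0.31. A specific effect of MAF1 loss on these mRNAs stays a hypothesis, as with an estimated correlation camera gave an unadjusted p of 0.251 as deposited and of 0.00697 after centring, the latter 0.209 when adjusted over the lists. The real split of the mice gave the only difference as large among 10 splits (1 of 10, with 0.36 against 0.28 in the highest other), too few for a share under 0.05. Because the study had singled out this list in these same libraries, the rank of the real split is not independent evidence.

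Macrophage markers higher in total RNA could reflect a smaller share of hepatocyte RNA. That would raise markers of every other cell type alike. The macrophage median exceeded that of endothelial and stellate markers by 0.42 (0.58 over 15 genes against 0.16 over 25, SE 0.08). This SE was taken over genes, which are not independent replicates. With the mouse as the replicate, centred list medians were higher by 0.47 for macrophage, 0.49 for stellate and 0.13 for endothelial markers (exact permutation p = 0.1, 0.1 and 0.5). The excess thus held over endothelial and not over stellate markers, so the comparison cannot decide whether a lower hepatocyte share is the whole cause. Lymphocyte markers (median 0.37 over 5 genes, preset adjusted p = 0.125) also went the same way as the macrophage markers. Their centred list median per mouse was higher by 0.29 (exact permutation p = 0.4). That of cholangiocyte markers was higher by 0.14 over 4 genes, and that of red blood cell markers differed by -0.51 over 3 genes (exact permutation p = 0.3 each). The marker lists of other cell types thus did not all rise alike. Part of the macrophage difference may still come from a lower hepatocyte share, and how much cannot be told from these values. With single mice left out the centred macrophage list was still higher by at least 0.37, and more macrophages or more of these transcripts per cell remain open and were not tested. The real split gave 0.47 and the highest other 0.29 (1 of 10 splits as large), again too few splits for a share under 0.05. This split test was set after the list had been seen to differ in these same mice, so its rank is not independent evidence.

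The lower median translation efficiency may be an offset of 1 library pair: without KO1 the difference was 0.10, of the opposite sign. A general change in translation was not separable from that offset in these 6 mice. For lower translation in knockout liver the study also reported fewer polysomes after refeeding, less puromycin incorporation and less protein relative to DNA. It further reported slightly reduced RPS18 and RPL37A protein by immunoblot. Those experiments lie outside these libraries and were not examined here.

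Over the 10 splits of the mice, which are too few for a share under 0.05, total RNA gave 32 genes in the real split and at most 28 in another (1 as large), footprints 10 and 111 (6), translation efficiency 1 and 1425 (9), and gene lists 22 and 25 (3). The split that gave 1425 genes set WT1, WT2 and KO1 against WT3, KO2 and KO4. It separated the lowest median translation efficiencies (-1.49, -1.44 and -2.01) from the highest (-0.64, -1.04 and -1.13), so its count follows the library offsets given above.

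The count of genes with lower translation efficiency was 1 at an adjusted p under 0.05 and 1 under 0.1. That is lower than the counts quoted from the study above. The study also names limma for its main figure of these changes. Why limma gave fewer genes here was not tested. In the simulation with library offsets, however, this fit recovered 2% of log2 changes of 1 and 49% of changes of 2 in translation efficiency. The low count therefore does not show that efficiencies were unchanged.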
